A study of Mus musculus with 24 samples.

How the data were processed

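Gene expression was measured in the livers of 24 male mice, 6 in each of 4 groups of genotype (LWT or LKO) and treatment (vehicle or CL316243 at 3 mg/kg). The vehicle was 0.5% carboxymethyl cellulose, given by gavage at Zeitgeber time 10 h, and livers were taken at 16 h. Mice had free access to a standard diet. The labels name the agonist groups Beta3, and the reading of LWT and LKO as hepatocytes with and without PPARα rests on the series description. Each mouse contributed 1 array, labelled with Cy3 from 200 ng of RNA. Samples were assigned to groups by the genotype and treatment in their labels. The 24 arrays lay on 3 slides of 8, each slide with 2 mice of every group, and each row of 4 arrays on a slide with 1 mouse of every group.

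The scanner tables hold intensities per spot, which the authors obtained with Agilent Feature Extraction 10.10.1.1, per the file headers. The processed intensity there is background-subtracted on a linear scale, and the tables mark each spot as well above background, saturated or an outlier. The series table holds log2 values that were quantile normalized by the authors before it was deposited. This was tested on the files: the quantile-normalized log2 of the scanner's median signal differed from the table by a median of 0.000254 over 31367 probes, and 99.26% of values lay within 0.01 of it. The scanner's mean signal gave a median difference of 0.0254 and its processed signal 0.236. Every column of the series table belonged to a sample of the design (0 without one). The analysis started from the processed intensities, and the series table was used as an alternative.

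Of 62976 spots per array, 59305 were not controls, and these covered 56605 probes. Processed intensities were converted to log2 after removing spots marked as non-uniform or population outliers, which left 60 values missing after filtering. Spots of one probe were averaged, and each array's 75th percentile was subtracted. A probe was kept if it was well above background on at least 4 of 6 arrays of at least 1 group and had at least 3 values in every group, which left 32037 probes. The kept probe with the highest mean signal represented its gene, giving 21331 genes. Probe positions are those of the array's annotation, build mm9 (NCBI37). Gene names were those of the array. Of the 21331, 15163 matched a symbol and 728 a synonym of a table of gene names (later build GRCm38.p6, names only), 45 more matched by accession, and 5395 matched none.

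Signal over background takes the place of depth on these arrays. Between 26985 and 34202 of 56605 probes were well above background per array, with a mean of 32981 on the 12 arrays of the upper row of the slides and 29705 on the 12 arrays of the lower row. In a fit with slide and row, row was called for 0 genes and slide for 47 of 21331. The 75th percentile of the intensity was 397.4 to 577.7. The median standard error of a log2 difference between groups was 0.13, and 0.19 for the interaction.

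A linear model with 1 mean per group was fitted to the 24 arrays with limma 3.58.1 in R 4.3.3 (package data.table, version 1.17.8, for reading files), with empirical Bayes moderation (prior df 2.17, residual df 20). The 5 comparisons were CL316243 against vehicle in LWT and in LKO, the difference between these effects (the genotype by treatment interaction), and LKO against LWT under vehicle and under CL316243. P-values were adjusted within each comparison by the Benjamini-Hochberg method, with genes called at an adjusted p under 0.05. For the Ppara probes and the marker lists, groups of 6 were compared by exact permutation tests over 924 splits. The 6 gene lists and 3 marker lists were written before the data were examined, as were the comparisons, the processing and the alternatives to it except where stated. Gene lists were tested with limma's fry, adjusted over 30 tests, and within each slide. For counts over the list alone, the adjustment was repeated on the list's genes only. Cyp4a32 of the PPARα target list was not on the array, and Bhlhe41 and Npas2 of the clock list did not pass the filter.

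The text names Ppara, Fgf21, Cyp4a14, Pdk4, Angptl4, Vnn1 and Cpt1a in every case. For each comparison it also names the 3 genes with the largest positive and the 3 with the largest negative log2 change among those called, passing over names that are probe, clone or gene model identifiers. For the 4 comparisons between 2 groups, the rule also asks that the 6 mice of one group do not overlap the 6 of the other. The rule uses fitted values, which are not bounds where a group lies at background, so the genes it picks and their order are no ranking by size. Some genes that these rules pick are not reported here. Where a group had 0 of 6 arrays well above background, its level was set on each array at the higher of its own value and the dimmest signal measured well above background on that array, and the fold is given as a lower bound. The jackknife error of the correlation between effects leaves out each of the 24 mice in turn.

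The calling was tested on simulated values, drawn as independent normal noise around each gene's mean with its residual SD in the deposited arrays. Of 21331 genes, 200 were changed by 1 or 2 log2 units, and the PPARα target list was shifted as well. Between 80% and 92.5% of the 200 were recovered, by comparison, with 3 to 15 calls outside the changed genes and the list. Of the smaller interaction changes, 68% and 72% were recovered in the 2 runs. The interaction was also simulated 20 times with no difference between genotypes and the same kind of noise. Such noise has no correlation between genes and the same SD in all groups, so the wider spread under CL316243 is absent. Of 7072 genes with at least 2 kept probes, probes of the same gene were called in opposite directions for 120 in the CL316243 comparison in LWT, 178 in LKO, 1 in the interaction, 0 under vehicle and 9 under CL316243. The single gene value of such genes is therefore that of the brightest probe.

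The alternatives chosen then were quantile normalization, normexp background correction (offset 50), no filter on dim probes, a filter of well above background on all 24 arrays, slide as a block, the replicate number as a block, the mean of a gene's kept probes, empirical Bayes with trend and robust options, the values of the series table, fits of only the groups compared, an added 1.5-fold threshold for counts, and camera for gene lists with an inter-gene correlation of 0.01 or estimated. Each mouse was also left out in turn. Slide and row of the slide as a joint block and fits within each slide alone were chosen after seeing the data.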

Results

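Liver gene expression was measured in 24 male C57Bl/6J mice, with 1 single-colour (Cy3) oligonucleotide array per mouse. The mice fell into 4 groups of 6 by genotype and treatment. LWT mice expressed PPARα in hepatocytes and LKO mice did not, as the series states. PPARα is a nuclear receptor that binds fatty acids and regulates genes of fatty acid oxidation. Treatment was either CL316243, an agonist of the beta3 adrenergic receptor, at 3 mg/kg, or the vehicle alone, by gavage at Zeitgeber time 10 h. All livers were collected at Zeitgeber time 16 h. The series asks how beta3 adrenergic activation changes the liver transcriptome and whether hepatocyte PPARα is needed for the change.

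Signal ranges overlapped between groups. The 75th percentile of the intensity ranged from 397.4 to 577.7 across the 24 arrays, and its upper end was lower with CL316243 in both genotypes. It was 456.9 to 577.7 in LWT vehicle and 422.1 to 503.9 in LWT CL316243. In LKO vehicle it was 515.1 to 548.7 except in replicate 6 (397.4), and in LKO CL316243 it was 413.4 to 502.2. Between 26985 and 34202 of the 56605 probes lay well above background on each array, with group means of 31954 ± 1277 (SD, n = 6) for LWT vehicle, 31156 ± 2443 for LWT CL316243, 31322 ± 2735 for LKO vehicle and 30939 ± 2011 for LKO CL316243. No spot was saturated on any array. The median standard error of a log2 difference between 2 groups of 6 was 0.13, and that of the difference between both CL316243 effects was 0.19. Each of the 3 slides held 2 mice of every group. PC1 carried 42% of the variance and separated the treatments, with LWT CL316243 at 47.9 ± 22.9 and LKO CL316243 at 37.1 ± 27.2 against -39.4 ± 6.29 for LWT vehicle and -45.6 ± 3.04 for LKO vehicle. PC2 carried 14.3% and separated the genotypes under CL316243, at -35.2 ± 11.6 in LWT and 33.6 ± 15.4 in LKO. Under vehicle the genotypes lay closer on PC2 but did not overlap, at -7.26 ± 6.55 in LWT and 8.85 ± 2.01 in LKO.

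**Figure D1:**
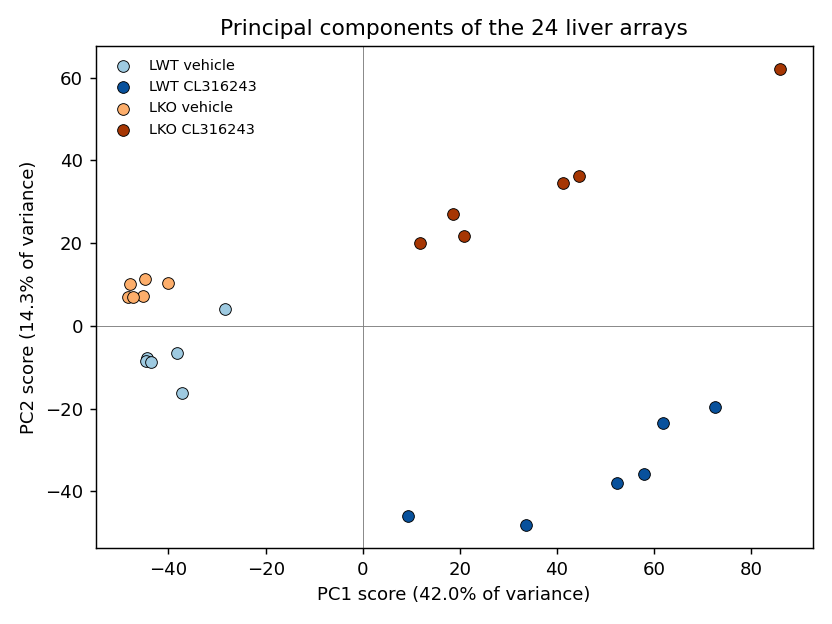
Scores of the 24 arrays on PC1 (42% of the variance) and PC2 (14.3%), 1 point per mouse, coloured by group. Vehicle mice of both genotypes lie at negative PC1, the CL316243 mice at positive PC1, and the CL316243 mice of LWT and LKO lie at opposite signs of PC2.

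The Ppara transcript was examined first, as a check of the genotype labels. It was read by 2 probes, which start at bases 2273 and 7356 of the transcript; the brighter lies on chromosome 15 at 85632110 to 85632169 (build mm9, used for all probe positions). The labels do not say which part of Ppara was removed in LKO mice, so both probes may lie outside it and then check nothing by themselves. With the brighter probe, log2 signal relative to the array's 75th percentile was 5.68 ± 0.16 (SD, n = 6) in LWT vehicle, 6.23 ± 0.27 in LWT CL316243, 5.01 ± 0.15 in LKO vehicle and 4.32 ± 0.64 in LKO CL316243. LKO minus LWT was -0.68 under vehicle and -1.91 under CL316243, each with an exact permutation p of 0.00217 (two-sided, 924 splits of 6 against 6), the smallest this design can give. The more distal probe gave -0.92 and -2.09, with the same exact p. In the limma fit across all genes, the vehicle difference did not pass (adjusted p 0.158, all 6 LKO mice below the LWT mean), while the CL316243 difference did (adjusted p 3.60e-07). CL316243 raised Ppara by 0.55 in LWT (adjusted p 0.0377) and changed it by -0.69 in LKO (adjusted p 0.010), or -0.43 without LKO CL316243 replicate 3, still called. The effects differed by -1.23 (adjusted p 0.0120). The LWT increase was not called under 3 of 10 alternatives (adjusted p 0.00467 to 0.0821). It was also lost when any of 9 of the 12 LWT mice was left out, all but vehicle replicates 1 and 6 and CL316243 replicate 3 (0.50 to 0.56, adjusted p 0.0544 to 0.0745).

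In LWT mice, CL316243 changed 8180 of 21331 genes tested (limma, adjusted p under 0.05), of which 4034 were higher and 4146 lower. The alternative analysis of all 24 mice that moved this count most was the added requirement of a 1.5-fold change, which left 3801 genes. Under the naming rule, every mouse of one group lies beyond every mouse of the other for the genes picked by size. By fitted size, the rule picked increases in Cidec, cell death-inducing DFFA-like effector c (chromosome 6, 113374693 to 113374752), from -0.28 ± 0.65 to 6.85 ± 0.46 (SD, n = 6), a log2 change of 7.14 (SE 0.35, adjusted p 3.89e-12); in Cyp4a14, cytochrome P450 4a14 (chromosome 4, 115168609 to 115168668), by 7.02 (SE 0.45, adjusted p 1.42e-10), with 3 of 6 vehicle arrays well above background and 4.97 to 7.02 over 9 alternatives; and in Acot2, acyl-CoA thioesterase 2 (chromosome 12, 85334553 to 85334612), by 6.97 (SE 0.24, adjusted p 3.35e-15). It picked decreases in Cyp7a1, cytochrome P450 7a1 (chromosome 4, 6193456 to 6193515), at -8.08 (SE 0.78, adjusted p 5.72e-08), Hsd3b5, a hydroxysteroid dehydrogenase (chromosome 3, 98422576 to 98422635), at -5.65 (SE 0.42, adjusted p 1.08e-09), and Clec2h, C-type lectin domain family 2 member h (chromosome 6, 128626525 to 128626584), at -5.12 (SE 0.61, adjusted p 1.07e-06). Cyp7a1 was well above background on 2 of 6 and Clec2h on 1 of 6 LWT CL316243 arrays, so the sizes of these decreases depend on values near background: over 9 alternatives they ranged from -8.20 to -5.13 and from -5.16 to -2.33, smallest with normexp background correction. Probes of Cyp4a14, of the Acot and Serpin genes named here, and of the Saa, Orm and Mt genes of the acute phase list may share signal with near-identical paralogs, so their values are uncertain as to the family member. The genes fixed beforehand and reported here all rose in LWT, with no overlap between the groups except for Ppara. Fgf21 (chromosome 7, 52869305 to 52869364) rose by 5.03 (SE 0.57, adjusted p 5.04e-07) and Pdk4 (chromosome 6, 5433441 to 5433500) by 6.77 (SE 0.44, adjusted p 1.57e-10). Angptl4 (chromosome 17, 33911880 to 33911939) rose by 2.18 (adjusted p 3.65e-06), Vnn1 (chromosome 10, 23624524 to 23624583) by 2.67 (adjusted p 0.000429) and Cpt1a (chromosome 19, 3385374 to 3385433) by 1.15 (adjusted p 4.09e-06).

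In LKO mice, CL316243 changed 8596 genes, 4461 higher and 4135 lower. Increases picked by the rule included those in Lcn2, lipocalin 2 (chromosome 2, 32240199 to 32240258), from 0.55 ± 0.98 to 7.34 ± 1.1, a change of 6.79 (SE 0.67, adjusted p 2.03e-07) and in Fgf21. Fgf21 was well above background on 0 of 6 LKO vehicle arrays and on 6 of 6 LKO CL316243 arrays, so it is at least 29.6-fold higher (adjusted p 3.11e-08; the floor is the dimmest signal well above background on each vehicle array). Decreases picked were in Cyp7a1, at -7.78 (SE 0.78, adjusted p 2.43e-07; 2 of 6 CL316243 arrays well above background, and -7.96 to -5.21 over 9 alternatives), Hsd3b5, at -4.93 (SE 0.42, adjusted p 3.11e-08), and Nrep, neuronal regeneration related protein (chromosome 18, 33596697 to 33596756), at -3.89 (SE 0.31, adjusted p 1.81e-08). Lcn2 also rose in LWT, by 6.07, and Nrep changed by -5.05 there. Pdk4 rose by 2.04 (SE 0.44, adjusted p 0.000848), Cyp4a14 by 1.61 (adjusted p 0.00662; 1 of 6 vehicle arrays well above background, and 0.54 to 1.61 over 9 alternatives), Angptl4 by 1.20 (adjusted p 0.00187) and Cpt1a by 0.83 (adjusted p 0.000173), each with all 6 treated mice above the vehicle mean. Vnn1 (0.85, adjusted p 0.217; 5 of 6 mice higher) was not called, but passed without LKO vehicle replicate 5 (1.41, adjusted p 0.0101).

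**Figure D2:**
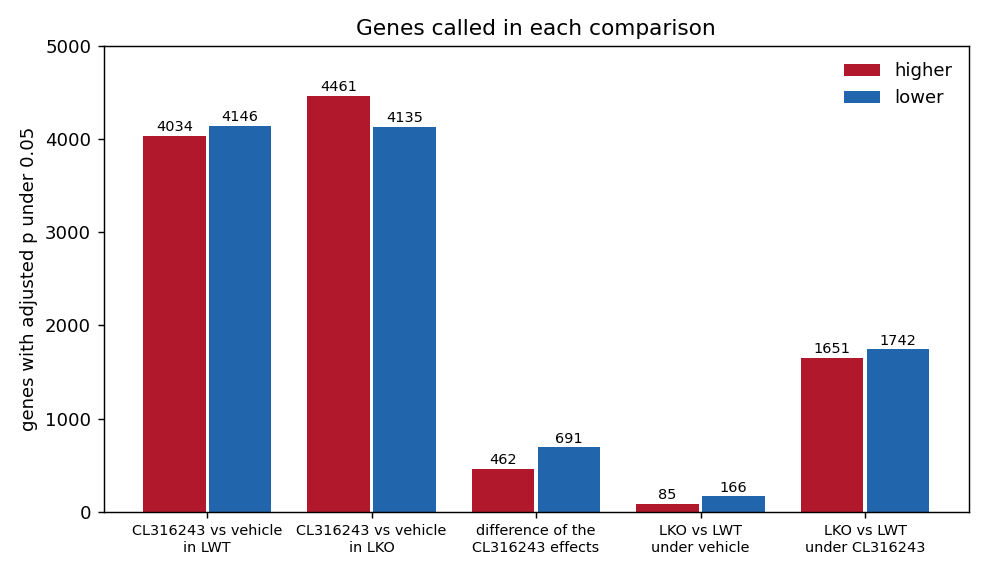
Number of genes called by limma at adjusted p under 0.05 in each of the 5 comparisons (21331 genes tested), higher and lower shown as separate bars that start at 0. CL316243 changed 8180 genes in LWT and 8596 in LKO, while 251 differed between the genotypes under vehicle.

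Both genotypes shared 5397 of the genes called for CL316243; 5267 changed in the same direction and 130 in opposite directions. Across the 21331 genes, the effects in LWT and LKO correlated with a Pearson r of 0.715 ± 0.0422 (jackknife SE over mice) and a Spearman rho of 0.674, and 75.4% of genes had the same sign; genes are not independent replicates, so no p is given. These effects rest on separate vehicle groups and share no array. Without a filter on dim probes, r was 0.59 over 37074 genes. Over the 42 tested genes of the PPARα target list, r was 0.47.

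**Figure D3:**
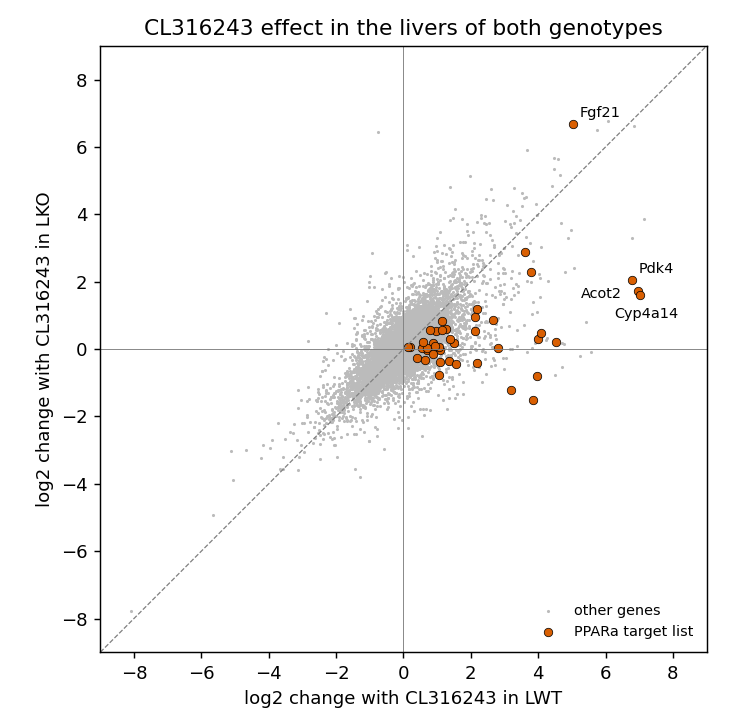
log2 change with CL316243 in LWT (x) and in LKO (y) for each of 21331 genes, with the 42 tested genes of the PPARα target list as large points and the line of equal change dashed. Pearson r was 0.715 across all genes, and Cyp4a14 changed by 7.02 in LWT and 1.61 in LKO.

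Whether the CL316243 effect depended on genotype was tested directly as an interaction, the effect in LKO minus that in LWT. It was called for 1153 genes, 462 with a higher and 691 with a lower effect in LKO. Of these, 554 were raised by CL316243 in LWT with a lower effect in LKO, and 183 were lowered in LWT with a higher effect in LKO. A further 55 were raised in LWT with a higher effect in LKO, 13 were lowered in LWT with a lower effect in LKO, and 348 were not called in LWT. Of these 348, 346 were called for CL316243 in LKO. In 20 data sets simulated with no interaction on the same design, with independent normal noise of 1 SD per gene, the mean number of calls was 0.05. The LWT effect enters both sides when it is compared with the interaction: r across genes was -0.42, against -0.24 in the simulations. With no filter on dim probes, 664 genes were called among 37074. The rule picked lower effects in LKO for Acot5, acyl-CoA thioesterase 5 (chromosome 12, 85416634 to 85416693), at -5.43 (SE 0.43, adjusted p 2.52e-08), Cyp4a14, at -5.40 (SE 0.64, adjusted p 1.02e-05; -5.41 to -4.43 over 8 alternatives), and Acot3 (chromosome 12, 85400452 to 85400511), at -5.36 (SE 0.63, adjusted p 8.61e-06). Acot5 rose by 5.23 in LWT and changed by -0.19 in LKO (adjusted p 0.642), while its second kept probe gave 5.18, 1.18 and an interaction of -4.0, so the direction in LKO is open; Acot3 rose by 3.85 in LWT and changed by -1.50 in LKO (adjusted p 0.00939). It picked higher effects in LKO for S100g, S100 calcium binding protein G (chromosome X, 159400032 to 159400091), which passed (adjusted p 2.95e-05) with no exact size (4.07 to 7.33 over 8 alternatives), Serpina7 (chromosome X, 135615848 to 135616502), at 3.16 (SE 0.66, adjusted p 0.00471), and Asb11, ankyrin repeat and SOCS box-containing 11 (chromosome X, 160897036 to 160897095), which passed (adjusted p 0.000383) with a size that rests on background values and ran from 0.72 to 3.32 over 8 alternatives. S100g was well above background on 6 of 6 LKO CL316243 arrays, 1 of 6 LKO vehicle, 2 of 6 LWT vehicle and 0 of 6 LWT CL316243 arrays, so its changes are differences against background. Asb11 was well above background only in LKO CL316243, on 5 of 6 arrays, and was at least 2.94-fold higher there than in LKO vehicle. Among the genes fixed beforehand, the interaction was also called for Pdk4 (-4.73, SE 0.62, adjusted p 3.38e-05) and Ppara. It was not called for Fgf21 (adjusted p 0.280), which has no exact size here because LKO vehicle was at background, and whose fitted sign changed across alternatives (-1.28 to 1.66), nor for Angptl4 (-0.97, adjusted p 0.186), Vnn1 (-1.82, adjusted p 0.191) or Cpt1a (-0.32, adjusted p 0.473). Vnn1 passed with normexp background correction (-2.25, adjusted p 0.000354) and with the series table's own values (-2.24, adjusted p 0.00386), against a range of adjusted p of 0.000354 to 0.357 over its 8 alternatives.

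**Figure D4:**
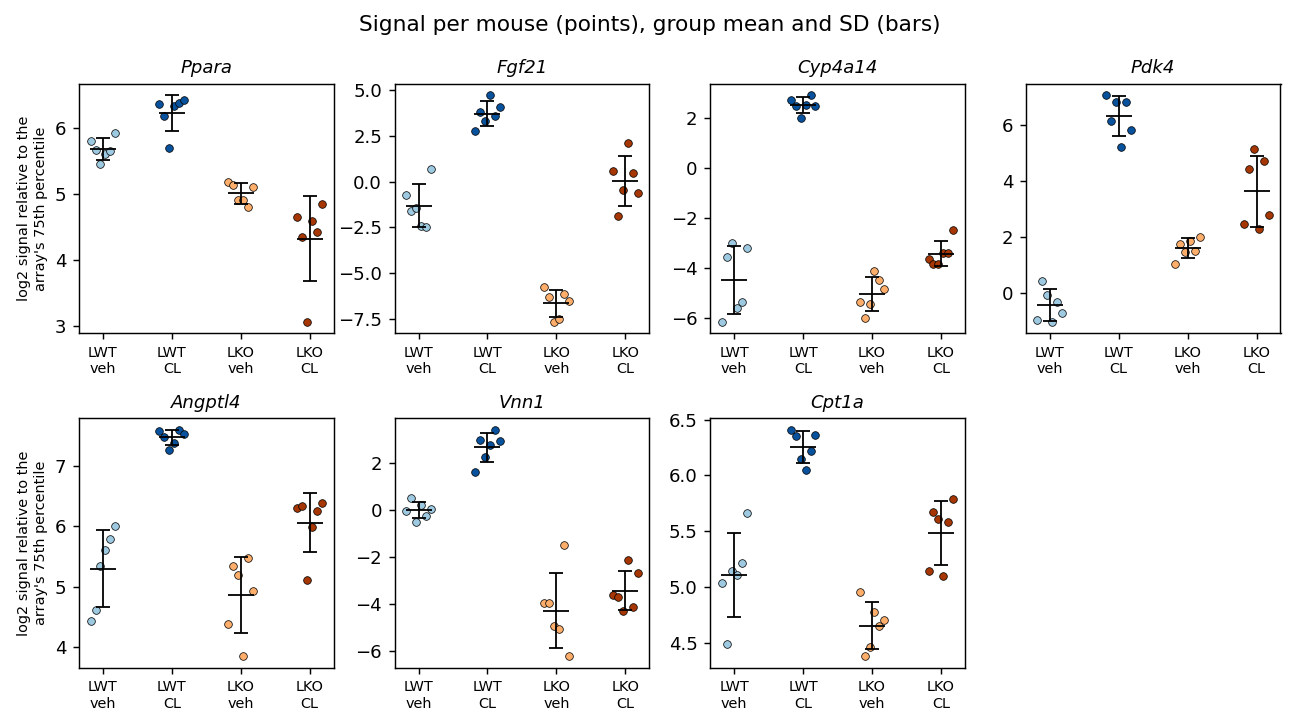
log2 signal relative to the array's 75th percentile for 7 genes fixed beforehand, 1 point per mouse, with the group mean and SD (n = 6) as bars. Pdk4 is higher in LKO than in LWT under vehicle (1.59 against -0.45) and lower under CL316243 (3.63 against 6.32).

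Without agonist, 251 genes differed between genotypes, 85 higher and 166 lower in LKO. Picked as higher in LKO were Moxd1, monooxygenase DBH-like 1 (chromosome 10, 24022208 to 24022266), at 4.00 (SE 0.85, adjusted p 0.0149), Tmeff2 (chromosome 1, 51238653 to 51238712), at 3.98 (SE 0.46, adjusted p 9.66e-06; 1 of 6 LWT arrays well above background, and 1.63 to 3.98 over 9 alternatives), and Serpinb1c (chromosome 13, 32976212 to 32978061), at least 4.33-fold higher with 0 of 6 LWT arrays well above background (adjusted p 1.52e-07). Moxd1 lost its call when LWT vehicle replicate 5 was left out (3.57, adjusted p 0.0501). Picked as lower were Mfsd2a, major facilitator superfamily domain containing 2A (chromosome 4, 122624182 to 122624241), at -5.92 (SE 0.60, adjusted p 1.37e-06), Fgf21, at least 11.5-fold lower in LKO (adjusted p 2.74e-06), and Vnn1, at -4.28 (SE 0.54, adjusted p 3.25e-05; 3 of 6 LKO arrays well above background, and -4.28 to -2.31 over 9 alternatives). Pdk4 was higher in LKO by 2.04 (SE 0.44, adjusted p 0.0161; 6 of 6 mice above the LWT mean). Cyp4a14, Angptl4 and Cpt1a were not called (-0.56, -0.44 and -0.45; adjusted p 0.903, 0.809 and 0.241), but Cpt1a passed without LWT vehicle replicate 2 (-0.58, adjusted p 0.0388).

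Under CL316243, 3393 genes differed between genotypes, 1651 higher and 1742 lower in LKO. A fit on those 12 mice alone called 2203. Picked as higher in LKO were S100g, at least 49.2-fold higher in LKO (adjusted p 1.54e-07), Gldn, gliomedin (chromosome 9, 54189513 to 54189572), at 3.73 (SE 0.34, adjusted p 3.23e-08), and Mtmr11, myotubularin related protein 11 (chromosome 3, 95975337 to 95975396), at 3.42 (SE 0.35, adjusted p 1.52e-07; 3 of 6 LWT arrays well above background, and 1.64 to 3.44 over 9 alternatives). A second Mtmr11 probe of the same transcript, too dim to be kept, gave 0.82. Picked as lower were Vnn1, at -6.09 (SE 0.54, adjusted p 1.73e-08; -6.10 to -4.56 over 9 alternatives), Cyp4a14, at -5.97 (SE 0.45, adjusted p 1.49e-09; -5.97 to -4.64 over 9 alternatives), and Mtnr1a, melatonin receptor 1A (chromosome 8, 46173783 to 46173842), at least 14-fold lower with 0 of 6 LKO arrays well above background (adjusted p 2.67e-08). Fgf21 (-3.67, adjusted p 6.24e-05), Pdk4 (-2.69, adjusted p 0.000124), Angptl4 (-1.41, adjusted p 0.00114) and Cpt1a (-0.77, adjusted p 0.000833) were all lower, with 6 of 6 LKO mice below the LWT mean. Genotype was called under both treatments for 188 genes. Of these, 182 differed in the same direction and 6 in opposite directions, namely Acot1, Acot5, Irak1bp1, Ndufab1, Pdk4 and Scpep1, which except for Acot5 and Pdk4 fall outside the naming rule and are listed after their values were seen. A second Acot5 probe gave -0.08 under vehicle against 1.59 for the brighter probe, and -4.08 against -3.83 under CL316243.

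Of 6 gene lists fixed beforehand, the PPARα target list (42 of 43 genes tested) had a median change with CL316243 of 1.37 in LWT (fry, adjusted p 1.62e-12 over 30 tests), with 41 genes called higher and 0 lower, both over all genes and adjusted over the list alone. In LKO its median change was 0.17 (adjusted p 0.0228), with 14 higher and 4 lower under both adjustments. That call was lost under 4 of 10 alternatives (adjusted p 0.0044 to 0.967), and without LKO vehicle replicate 2 (0.09) or 3 (0.10) or LKO CL316243 replicate 6 (0.08, adjusted p 0.0592); without LKO CL316243 replicate 3 the median was 0.28. The interaction was -1.11 (adjusted p 2.35e-08), with 29 genes called lower, 37 when adjusted over the list alone, and 0 higher. Under vehicle the list was lower in LKO by a median of -0.44 (adjusted p 4.46e-05; 15 lower and 2 higher, 23 and 5 adjusted over the list alone), and under CL316243 by -1.99 (adjusted p 1.68e-13; 39 lower, 41 adjusted over the list alone). Within slides 1, 2 and 3 the interaction medians were -1.12, -1.12 and -1.06. Medians with genes below background at their bounds were the same.

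The acute phase list (26 genes) rose by a median of 1.40 in LWT (adjusted p 1.68e-05; 26 genes higher under both adjustments) and 1.68 in LKO (adjusted p 2.58e-06; 25 higher), with no interaction call (0.21, adjusted p 0.763). Its genotype difference under CL316243 (0.06, adjusted p 0.964) combined slides that differed in sign: 0.99 on slide 1 (fry p 0.0362), -0.55 on slide 2 (p 0.0216) and -0.24 on slide 3 (p 0.377). Slide 1 held the LWT CL316243 mouse with the lowest mean of this list, replicate 4 (5.96, others 6.68 to 7.74). It also held the LKO CL316243 mouse with the highest, replicate 3 (7.91, others 6.59 to 7.32). The cholesterol synthesis list (20 genes) fell by 0.47 in LWT (adjusted p 0.0109; 10 lower and 1 higher) and changed by 0.02 in LKO (adjusted p 0.982; 6 higher and 4 lower). Its interaction was 0.64 (adjusted p 0.0385; 3 genes higher, 8 adjusted over the list alone), with medians of -0.16, 1.29 and 0.79 within slides 1, 2 and 3, so it did not hold within slide 1. Leaving out any of 14 of the 24 mice removed that call (adjusted p 0.0535 to 0.0725): LWT vehicle replicates 1, 2 and 5, LWT CL316243 replicates 2, 3 and 5, LKO vehicle replicates 1, 3, 4 and 5, and LKO CL316243 replicates 1, 4, 5 and 6. Under CL316243 the list was higher in LKO by 0.62 (adjusted p 0.0169; 10 higher, or 13 higher and 1 lower adjusted over the list alone), with 0.00, 1.13 and 0.63 within the slides. The fasting glucose and amino acid list (11 genes) changed by 0.34 in LWT (adjusted p 0.0616; 3 higher, 1 lower) and 0.35 in LKO (adjusted p 0.0228; 3 higher), where the median was 1.43 on slide 1 and 0.10 and 0.09 on slides 2 and 3. The clock list (15 of 17 genes tested) changed by -0.27 in LWT (adjusted p 0.0385; 6 lower and 3 higher) and -0.54 in LKO (adjusted p 0.0228; 6 lower and 2 higher, or 7 and 2 adjusted over the list alone). Without LWT vehicle replicate 3 or LWT CL316243 replicate 3 the LWT clock median was -0.12 or -0.18, and without LKO CL316243 replicate 3 the LKO clock median was -0.31. Without LKO CL316243 replicate 4 the LKO fasting median was 0.57. Neither the fasting nor the clock list differed between genotypes by interaction (0.10, adjusted p 0.929, and 0.04, adjusted p 0.995). The fasting interaction combined slides of opposite sign: 1.82 on slide 1 (fry p 0.00152), -0.33 on slide 2 (p 0.0222) and -0.39 on slide 3 (p 0.472). Slide 1 held the LWT CL316243 mice with the lowest fasting list means, replicates 4 and 6 (4.69 and 4.66, others 5.20 to 6.03). It also held the LKO CL316243 mice with the highest, replicates 2 and 3 (6.11 and 6.12, others 4.64 to 5.56). For the clock list the median and the test had opposite signs in the interaction and in the genotype difference under CL316243 (0.15, adjusted p 0.999). The lipogenesis list (16 genes) passed in none of the 5 comparisons: -0.43 in LWT (adjusted p 0.223), -0.14 in LKO (adjusted p 0.484), 0.14 for the interaction (adjusted p 0.929), -0.15 under vehicle (adjusted p 0.894) and 0.17 under CL316243 (adjusted p 0.999). Under vehicle, no list but the PPARα targets passed between genotypes. With camera at an estimated inter-gene correlation, only the PPARα target list passed, in LWT, in the interaction and in both genotype comparisons.

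Marker lists of other tissues were used to look for admixed RNA, with exact permutation tests of 6 against 6 (two-sided, adjusted over 12 tests). The mean of the 7 adipocyte markers detected, of 8, rose with CL316243 by 0.60 in LWT (adjusted p 0.00650), although the median of these 7 markers was -0.06, and by 0.55 in LKO (adjusted p 0.0390; median of the markers 0.29). It was lower in LKO by a mean of -0.69 under vehicle (adjusted p 0.0208; median of the markers -0.10) and -0.73 under CL316243 (adjusted p 0.00650; median -0.17). Cfd, at -1.60 in LWT and -5.20 in LKO under vehicle and -2.57 and -4.92 under CL316243, carried much of these means, and Fabp4 and Cidea the rise with CL316243. Of 7 erythroid markers, 5 were detected. Their mean changed by -0.29 in LWT (adjusted p 0.0445) and did not pass in LKO (-0.36, adjusted p 0.162) or between genotypes (0.27, adjusted p 0.176 under vehicle; 0.20, adjusted p 0.301 under CL316243). Of 6 pancreatic acinar markers, only Cela2a and Ctrb1 were detected. Their mean changed by -1.13 in LWT (adjusted p 0.00650) and 0.24 in LKO (adjusted p 0.385), and differed between genotypes by -0.07 under vehicle (adjusted p 0.595) and 1.30 under CL316243 (adjusted p 0.00650). Cela2a carried most of this, at -0.66 in LWT vehicle, -2.58 in LWT CL316243, -0.90 in LKO vehicle and -0.11 in LKO CL316243. A second Cela2a probe was well above background on 0 of 6 arrays in every group, so these values rest on 1 probe. Ctrb1 differed little between genotypes under CL316243, at -1.44 in LWT and -1.31 in LKO. The difference of the mean is therefore weak evidence of admixed pancreatic RNA.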

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

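The tests of position on the slide and of low signal for LKO CL316243 replicate 3, the test of a fasted state for Pdk4 and the slide and row block were chosen only after the result was seen. Values were singled out when the highest or lowest of 6 mice was separated from the nearest other by more of the group's range than Dixon's test allows at 95%, or when the CL316243 effect differed between genotypes by the interaction test. Chance singles out about 1 in 20 groups. Among 112 groups of named genes there were 10 such values against 5.6 expected by chance, among 24 groups of gene list levels 1 against 1.2, and among 16 groups of array measures 3 against 0.8.

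LKO CL316243 replicate 3 held 4 of these values. Its mean correlation with its group was 0.972 (the other 5 mice 0.983 to 0.988). Ppara was at 3.06 (others 4.35 to 4.85), Angptl4 at 5.11 (5.99 to 6.39) and Serpina7 at 0.32 (3.11 to 3.58). A wrong genotype label is argued against by its mean level of the PPARα target list, 3.22, which lay below the other LKO CL316243 mice (3.47 to 3.93) and far from LWT CL316243 (5.64 to 6.07). A wrong treatment label is argued against by the correlation, across genes, of its deviation from the other 5 with their CL316243 effect, 0.299: a vehicle mouse would give a negative value. The 3 arrays at this place of their slides had the fewest probes well above background of all 24 (26985, 27640 and 27921, the last in this mouse; 29496 in the next), so position did affect signal. As the whole cause it is argued against by the other arrays at this place, whose mean correlations with their groups were 0.986 and 0.989; a contribution stays open. That statistic was settled after the values were seen; the median absolute deviations from the group mean, 0.154 and 0.129 against 0.267 for this mouse, point the same way. Low signal is argued against by its deviation among the brightest 5333 genes, 0.214, still the largest of the group (others 0.0777 to 0.158). A larger response to the agonist in this mouse may account for part of its deviation, since the correlation of 0.299 exceeds those of the other 5 (-0.455 to 0.0512). Its low Ppara goes with the CL316243 effect in LKO (-0.69). Its low Angptl4 and Serpina7 go against a larger response, since CL316243 raised both in LKO, by 1.20 and 5.12. Other faults of this RNA sample or array were not tested and stay open. Without this mouse, 1535 genes were called for the interaction against 1153 with it, the highest count over all 24 mice left out.

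The other single values were in 7 mice. In LWT CL316243 replicate 3, Ppara was at 5.70 (others 6.19 to 6.42) and the mean of the clock list at 1.1 (others 1.40 to 1.55). In LKO CL316243 replicate 6, Cyp4a14 was at -2.49 (others -3.83 to -3.39) and Acot2 at 0.84 (others 1.11 to 1.27). In LWT CL316243 replicate 4, Lcn2 was at 4.61 (others 7.77 to 8.96) and Gldn at -4.25 (others -3.49 to -3.12). Acot2 was at -0.075 in LWT vehicle replicate 6 (others -2.11 to -1.39), and Tmeff2 at -2.31 in LKO CL316243 replicate 1 (others -5.35 to -4.33). The 75th percentile of the intensity was 397.4 in LKO vehicle replicate 6 (others 515.1 to 548.7) and 577.7 in LWT vehicle replicate 3 (others 456.9 to 501.1); each array was scaled by this percentile. No technical or biological explanation was tested for these single values. Their effect was examined, by leaving out each mouse, only for the comparisons in which the naming rule picks the gene: not for Lcn2 in LWT, Acot2 in LKO or its interaction, or Tmeff2 under CL316243.

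The CL316243 effect differed between genotypes for 1153 genes. Among the named genes, the effect in LKO minus that in LWT was -1.23 for Ppara, -5.40 for Cyp4a14, -4.73 for Pdk4, -3.28 for Cidec (adjusted p 0.000154; effects 7.14 and 3.86), -5.24 for Acot2 (adjusted p 1.82e-09; effects 6.97 and 1.73), -5.43 for Acot5, -5.36 for Acot3 and -1.90 for Serpinb1c (adjusted p 0.0163; a size that rests on background values, with 0 of 6 arrays well above background in both LWT groups and 2 of 6 in LKO CL316243). It was 7.20 for S100g (no exact size, with 0 of 6 LWT CL316243 arrays well above background), 3.16 for Serpina7, 3.00 for Asb11 (3 of 4 groups with 0 of 6 arrays well above background, so no exact size) and 2.15 for Mtmr11 (adjusted p 0.00951; 2 and 3 of 6 LWT arrays well above background). Second probes of Serpinb1c and Mtmr11, too dim to be kept, gave interactions of 0.15 and 0.25. The PPARα target list gave a median of -1.11 and the cholesterol synthesis list 0.64, the latter lost when any of 14 mice was left out. Among probes well above background on all 24 arrays, 1147 interaction calls were made, so values near background cannot explain the count as a whole, although single genes such as S100g, Asb11, Serpinb1c, Mtmr11 and Cyp4a14 have groups near background. Quantile normalization gave 1206 calls, which argues against scaling between arrays. Slide and row of the slide as a block gave 963. Each row held 1 mouse of every group. An effect of slide or row common to all groups therefore could not make an interaction, so this count decides nothing. Place within the row was not in the block and was not balanced over groups. The 3 arrays with the fewest probes well above background shared 1 place and held no LWT vehicle mouse. Position on the slide therefore stays open. Signal shared between paralogs was not tested and stays open for Cyp4a14 and the Acot and Serpin genes. PPARα in hepatocytes, which the design varies, may underlie the difference. That is a hypothesis tested on the same data, with the 1206 calls as a technical control for scaling only.

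Chance as the source of the 5 counts of called genes was tested by other splits of the samples. In each comparison, 1 of 100 splits, the real one, gave as many genes, so chance can be excluded at this number of splits. For CL316243 the other splits of the 12 mice gave at most 5116 genes in LWT (8180 with the real split) and 3701 in LKO (8596). Splits that shuffled genotype within each treatment gave at most 4 interaction calls (1153), splits of the vehicle mice at most 4 (251) and splits of the CL316243 mice at most 1593 (3393). In every comparison the median of the other splits was 0.

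Pdk4 was higher in LKO under vehicle (2.04) and lower in LKO under CL316243 (-2.69), with no overlap between groups in either. A single aberrant mouse is argued against by leaving out each in turn: the largest adjusted p over both comparisons was 0.0493, without LWT vehicle replicate 1, which is close to the threshold. A more fasted state of the LKO vehicle mice could raise Pdk4, but the fasting glucose and amino acid list (median difference 0.069, adjusted p 0.964; -0.02 to 0.35 leaving out each mouse, lowest without LWT vehicle replicate 2 and highest without replicate 3 of that group) and the lipogenesis list did not pass under vehicle. Within slides 1, 2 and 3 the fasting list was at -0.16, 0.49 (fry p 0.00438) and -0.11, and a median near 0 over genes that go both ways decides nothing. A more fasted state cannot be told apart from an effect of PPARα loss, since genotype and any difference in feeding coincide.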

How the results depend on the processing

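The fits within each slide and the block of slide and row were chosen only after the result was seen. Fits within single slides aside, no named gene or list value that passed its test changed sign under any alternative. Within slide 1 the cholesterol interaction did, at -0.16, as did some of the called genes. Values that passed neither before nor after did: the Fgf21 interaction under normexp background correction and with the series table's values, the cholesterol synthesis list in LKO and the clock list under vehicle. Leaving out a mouse also changed the sign of uncalled shifts of the fasting, acute phase, lipogenesis, cholesterol synthesis and clock lists. Of the 74 counts of called genes under alternatives other than leaving out a mouse, 53 were within 1.5 times the reported count and 21 were not. Of 570 named gene values, 556 stayed on the same side of the threshold, 11 lost and 3 gained a call. Of 300 list shifts, 284 stayed, 15 lost and 1 gained a call, and all 12 marker checks stayed under quantile normalization.

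Without a filter on dim probes, 37074 genes were tested, 664 were called for the interaction (654 shared with the 1153) and 167 between genotypes under vehicle (165 shared with the 251), and the correlation between effects was 0.59. The larger number of genes tested is part of this alternative's construction. With at least 1.5-fold required, 3801 genes were called for CL316243 in LWT, 3885 in LKO and 1627 between genotypes under CL316243, a stricter rule by construction. With only the 12 mice of the groups compared, 2203 were called between genotypes under CL316243, against 3393 reported. The same kind of fit gave 7532 in LKO (8596 reported), but 8198 in LWT (8180) and 271 under vehicle (251). Fewer samples alone therefore do not account for the lower count. Such a fit also takes its variance from the compared groups only, and CL316243 mice varied more than vehicle mice (ratio of within-group SDs 1.32). Whether this spread accounts for the lower count was not tested. Quantile normalization gave 8266, 8619, 1206, 244 and 3448 calls in the 5 comparisons, and slide as a block 8025, 8485, 1054, 229 and 3242.

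Ppara under vehicle (-0.68, adjusted p 0.158; 0.00236 to 0.322 over alternatives) passed with only the groups compared (0.00236) and with the number in the titles as a replicate block (0.0341). Little sign was seen that this number pairs the mice: over 36 pairs of groups' residuals, r was -0.18 to 0.42 with a median of 0.055. However, 11 of the 36 lay above 0.1, and no values for mice of unequal numbers are given to compare, so pairing is not excluded. With the replicate block the counts were 8309, 8688, 1217, 271 and 3545, and the fasting list in LWT passed (0.34, adjusted p 0.0419). The cause of these changes was not tested.

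The PPARα target list in LKO (0.17, adjusted p 0.0228; 0.0044 to 0.967 over alternatives) did not pass among probes well above background on all 24 arrays (0.078, adjusted p 0.0615), with the series table's values (0.15, adjusted p 0.0672), or with camera at a correlation of 0.01 (0.17, adjusted p 0.0664) or estimated (0.17, adjusted p 0.967). Camera tests a list against the other genes, not against 0. At 0.01 it also gave no call for the clock list in LWT (-0.27, adjusted p 0.305) and LKO (-0.54, adjusted p 0.205) and the fasting list in LKO (0.35, adjusted p 0.148). With the estimated correlation no call was left for cholesterol synthesis in LWT (-0.47, adjusted p 0.824), in the interaction (0.64, adjusted p 0.547) and under CL316243 (0.62, adjusted p 0.587), acute phase in LWT (1.40, adjusted p 0.289) and LKO (1.68, adjusted p 0.273), clock in LWT (-0.27, adjusted p 0.947) and LKO (-0.54, adjusted p 0.824) and fasting in LKO (0.35, adjusted p 0.917).

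Within slides 1, 2 and 3 alone, with 8 mice each, CL316243 was called for 85, 4582 and 3495 genes in LWT and 2868, 903 and 2482 in LKO, the interaction for 3, 21 and 46, and genotype for 1, 3 and 9 under vehicle and 1185, 870 and 925 under CL316243. Fewer arrays lower these counts by construction. The cause of the low count for LWT on slide 1 was not tested. That slide held the LWT CL316243 mice nearest to vehicle on PC1, replicates 4 and 6, at 9.23 and 33.5 (others 52.4 to 72.5). Its LWT vehicle mice, replicates 3 and 6, were those nearest to CL316243, at -28.3 and -37.3 (others -44.6 to -38.3). Differences between mice can therefore not be told apart from a difference between slides.

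Leaving out each mouse gave 7315 to 8548 calls for CL316243 in LWT, 7835 to 8894 in LKO, 935 to 1535 for the interaction, 188 to 282 under vehicle and 2856 to 3958 under CL316243. Of the list shifts, fasting in LWT ranged from 0.11 to 0.45 and passed without LWT vehicle replicate 3 or 5 or LWT CL316243 replicate 4 or 6 (adjusted p 0.0291 to 0.0442). Clock in LWT ranged from -0.34 to -0.12 and was lost without LWT vehicle replicates 2, 3, 4, 5 or 6 or LWT CL316243 replicates 2 or 3 (adjusted p 0.0593 to 0.101). The cholesterol interaction ranged from 0.54 to 0.74 and was lost for 14 of 24 mice. PPARα targets in LKO ranged from 0.078 to 0.28 and were lost for 3 mice. Fasting in LKO ranged from 0.32 to 0.57 and was lost without LKO vehicle replicate 3 or 4 or LKO CL316243 replicate 2 or 3 (adjusted p 0.0511 to 0.0650). Clock in LKO ranged from -0.58 to -0.16 over the processing alternatives, smallest without a filter on dim probes, and clock in LWT from -0.36 to -0.17. Leaving out each mouse, clock in LKO ranged from -0.68 to -0.31 and was lost without LKO vehicle replicate 3 (-0.55, adjusted p 0.0511).

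Signal over background limits what can be said of dim genes: sizes for genes such as Cyp7a1 and Clec2h moved with the background correction, as given with those genes. No scaling alternative moved the median change of all genes by more than 0.1. Among the 37074 genes tested without a filter on dim probes, the median change with CL316243 was 0.11 in LWT and 0.10 in LKO.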

Other observations

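The tests of different extents of response and of adipose tissue below were chosen only after the result was seen. Arrays of CL316243 mice varied more within their group than those of vehicle mice: the ratio of within-group SDs over all genes was 1.32, and 1.16 to 1.38 leaving out each mouse. Per mouse, this pattern did not pass an exact permutation test: the median absolute deviation from the group mean was 0.144 against 0.114 in LWT (exact p 0.0801, adjusted p 0.160) and 0.157 against 0.119 in LKO (exact p 0.169). Low signal is argued against by a ratio of 1.32 among the brightest 5333 genes. With slide and row of the slide as a block the ratio was 1.31. Each row held 1 mouse of every group, so a row effect common to all groups could not raise the ratio, and this value decides nothing. A candidate explanation is that mice respond to the agonist to different extents. The main axis of deviation among the CL316243 mice of one genotype correlated, across genes, with the effect measured in the other genotype, with an absolute r of 0.398 in LKO and 0.545 in LWT; in the vehicle groups it was 0.223 in LWT and 0.0641 in LKO. That is a hypothesis, found and tested on the same mice, and differences in dose reaching each mouse or in time of sampling cannot be separated from differences in response here.

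Cidec rose with CL316243 by 7.14 in LWT and 3.86 in LKO, and Cidea, named after its values were seen, by 2.41 and 1.08. Fat tissue in the liver samples could raise both. The adipocyte genes Plin1, Lep, Retn and Adipoq, all in the marker list written beforehand, rose by at most 0.30: the changes were -0.06 and -0.16, -0.06 and 0.18, 0.19 and 0.09, and -0.32 and 0.30 in LWT and LKO. Of the other markers in that list, Fabp4 rose by 2.86 and 1.63, Cfd changed by -0.98 and 0.29, and Slc36a2 by -0.19 and 0.77. The mean of the 7 detected markers rose by 0.60 and 0.55. These 7 include Cidea itself and leave out Adipoq, so their mean is no separate evidence on the rise of Cidea. Adipoq was well above background on 0, 1, 3 and 2 of 6 arrays in LWT vehicle, LWT CL316243, LKO vehicle and LKO CL316243. The markers of this list moved in different directions, and 4 of them picked after the result was seen exclude nothing while Fabp4 rose. Adipose tissue in the samples therefore stays open, as does a change in the liver's own cells, which was not tested.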
